A study of Homo sapiens with 6 samples. Its data were reported in "Iron-sensitive RNA regulation by poly C-binding proteins" (2025).

How the data were processed

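RNA was measured in K562 cells, an erythroleukemia line, after lentiviral delivery of a short hairpin RNA (shRNA) against PCBP1 (shPCBP1) or of a control hairpin (shCtrl). PCBP1 is a protein that binds C-rich RNA and carries iron in the cytosol. There were 6 poly-A RNA libraries in 2 groups, with 3 libraries in each group. Groups and replicate numbers were taken from the sample labels.

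The authors quantified reads per transcript with Salmon, and the deposited estimated counts were not normalized and need not be whole. The deposited TPM values, a length-scaled relative abundance, were scaled by the authors' software on effective transcript length and had the same sum in each library. The annotation release behind the Salmon index was not stated. Of 252045 transcripts per library, 251612 were found in GENCODE release 44 on GRCh38, which gave gene names, biotypes and coordinates. The transcripts left unmatched held between 0.136% and 0.147% of the counts of a library and were left out.

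Total estimated counts were 126567836, 83033656 and 140522444 in shCtrl replicates 1, 2 and 3, and 85121124, 79189195 and 67066747 in shPCBP1 replicates 1, 2 and 3. Depth therefore differed between the groups as well as within them, and precision was lowest for genes with few counts in the shPCBP1 libraries.

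Estimated counts were summed per gene and rounded. Genes with a summed count of at least 10 entered DESeq2 (Wald test, two-sided, median-of-ratios size factors, group as the only term). A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05, an absolute log2 fold change over 1 and a mean normalized count over 10. How the study applied its count threshold was not stated, so the mean over libraries was used. Adjusted p-values that DESeq2 set to missing were kept missing. Fold changes are unshrunken. Gene sets written by hand were tested with fgsea on genes ranked by log2 fold change times 1 minus p. Matrix and metallopeptidase families were tested among the called genes with a one-sided Fisher exact test against all genes that could have been called.

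Junction reads were not used here, so exon inclusion was taken from transcript estimates. For each annotated cassette exon, the log2 ratio of inclusion TPM to skipping TPM, each with a pseudocount of 0.1 TPM, was tested two-sided with limma using mean log2 total TPM as the trend covariate. The count minimum of 10 for either form was applied before the fit. Exons were called at an adjusted p under 0.05 and a difference in percent spliced in (PSI) over 5 percentage points. For the RT-PCR exons, primer sequences were matched to transcripts in silico, and the TPM share of the longer products was compared with an exact permutation test, two-sided, whose smallest p with 3 against 3 libraries is 0.1.

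The genes named were a panel of PCBP family, iron, globin and splicing targets, the 3 called genes with the lowest p other than PCBP1, and the 5 largest rises and 5 largest falls among called protein-coding genes with a mean normalized count of at least 100 and non-overlapping groups. The exons named were up to 3 rises and 3 falls among called exons with non-overlapping groups and a total TPM averaging at least 5. One gene that the rule selects is not reported here. These rules, the tests and most alternatives were fixed before the data were examined.

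The gene test was tested on simulated data over 28848 genes, where DESeq2 recovered 179 of 200 genes changed 3-fold, with 10 false calls. The cassette exon test was simulated on the real means and dispersions, with changes placed only in exons with near equal inclusion and skipping. With changes of 20 points it called 0 of 200 exons over 36896 exons, and with changes of 40 points it called 91 of 200 over 36895 exons, with 1 false call in each. Its estimates were centred on 19.8 and 39.6 points. The exon test therefore missed most simulated changes of moderate size. Changes in exons with few counts, or close to full inclusion or full skipping, were not simulated. An earlier simulation with an assumed dispersion was replaced by this one after its result was seen, and the exon test itself was kept as planned.

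Alternatives covered edgeR's quasi-likelihood test, TMM factors, transcript length offsets, count filters, outlier handling, a replicate block, shrinkage, a test against a fold threshold, other set tests, other pseudocounts and exon filters, and leaving out each library in turn. Versions were R 4.3.3, DESeq2 1.42.0, edgeR 4.0.16, limma 3.58.1, fgsea 1.28.0 and Python 3.11.15.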

Results

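Poly-A RNA was sequenced from K562 cells transduced with shPCBP1 or shCtrl to ask how loss of PCBP1 alters gene expression and exon use. Each group held 3 libraries, with between 67066747 and 140522444 estimated counts per library. Libraries of one group differed from each other by more than sampling noise, with a chi-square per degree of freedom between 7.21 and 19.8, so each was counted as a separate sample. The first principal component held 30.9% of the variance and placed all shCtrl libraries on one side and all shPCBP1 libraries on the other.

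The targeted gene was examined first. PCBP1 (chromosome 2, 70087477 to 70089203, GRCh38, plus strand) had normalized counts of 40566, 38409 and 37799 in shCtrl and 6625, 7277 and 7221 in shPCBP1. Its level in shPCBP1 was 18.1% of that in shCtrl, with a log2 fold change of -2.47 (SE 0.0439). The log10 of its DESeq2 Wald p was -687. The hairpin target sequence CCCATGATCCAACTGTGTAAT lies at 70088855 to 70088875 on chromosome 2, in the 3' UTR of PCBP1, and no other annotated transcript contained it. The control hairpin target matched 0 transcripts.

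Related genes moved less. PCBP2 fell by 0.24 on the log2 scale (SE 0.0321, adjusted p 2.47e-12, DESeq2 Wald test with Benjamini-Hochberg adjustment). PCBP4 fell by 0.55 (SE 0.127, DESeq2 adjusted p 0.000104), an uncertain estimate because PCBP4 overlaps ABHD14B on the same strand, which fell by 0.72. HNRNPK rose by 0.14 (SE 0.0371, DESeq2 adjusted p 0.00111). PCBP3 averaged 10.3 normalized counts and received no adjusted p.

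**Figure D1:**
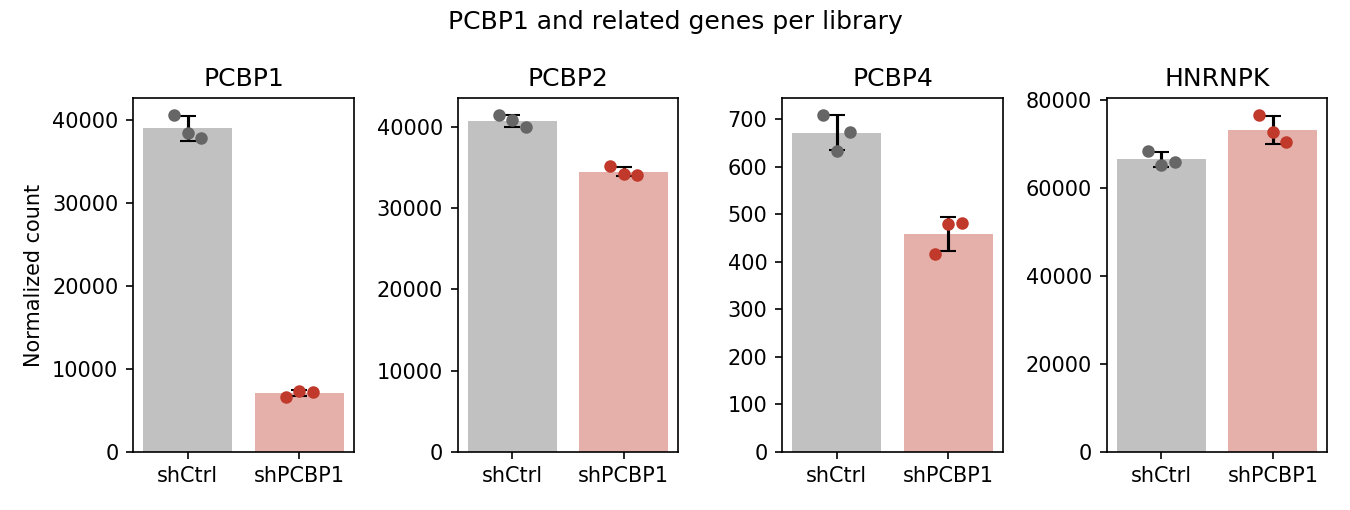
Normalized counts (y axis, from 0) of PCBP1, PCBP2, PCBP4 and HNRNPK in shCtrl and shPCBP1, with points for the 3 libraries per group, bars for the mean and error bars for the SD. PCBP1 lies between 6625 and 7277 in shPCBP1 and between 37799 and 40566 in shCtrl.

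Across genes, 235 passed all thresholds, with 66 higher and 169 lower in shPCBP1. Without the size threshold, 5332 of 17095 genes had an adjusted p under 0.05, with 3022 higher and 2310 lower. The alternative that moved the count most, testing against an absolute log2 fold change of 1, called 14 genes, of which 10 were among the 235.

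**Figure D2:**
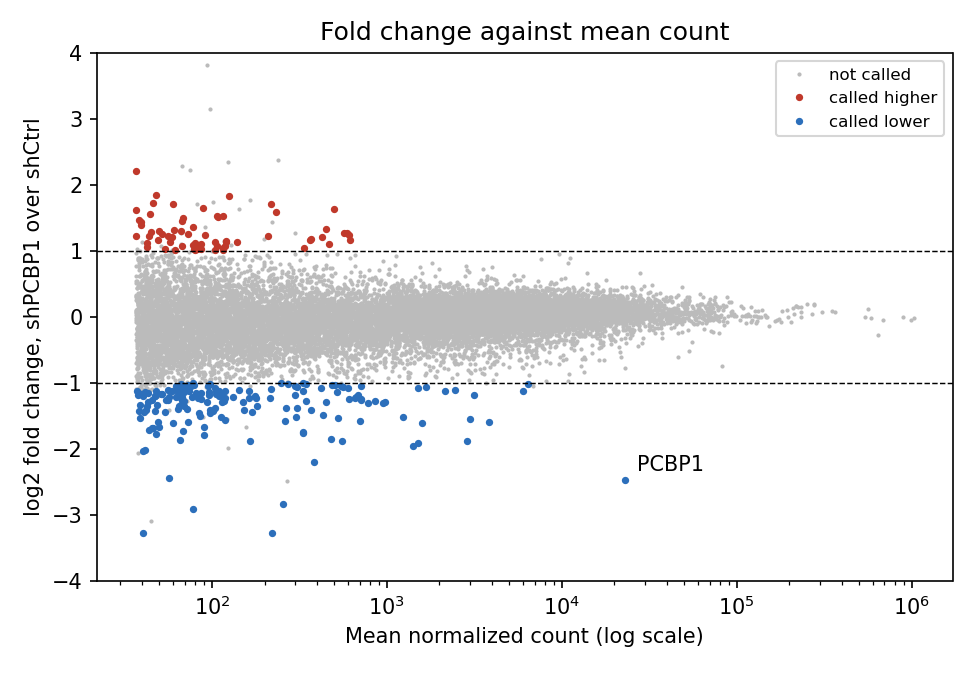
Log2 fold change of shPCBP1 over shCtrl (y axis) against mean normalized count (x axis, log scale) for 17095 genes, with called genes in color, dashed lines at 1 and -1, and 5 genes beyond the y axis. Called genes number 66 above and 169 below 0, and PCBP1 lies at -2.47.

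Among the genes with the lowest p-values after PCBP1 were SELENBP1 (chromosome 1, 151364304 to 151372707) and FDXR (chromosome 17, 74862497 to 74873031). SELENBP1 decreased from 5738 ± 306 to 1895 ± 143 normalized counts (SD, n = 3), a log2 fold change of -1.60. The log2 fold change of FDXR was -1.13, and FDXR lost its call under the test against a log2 fold change of 1.

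The largest rises were in SYTL5 (log2 fold change 1.84), TRPV6 (1.71), PRSS2 (1.63), HECW2 (1.58) and IFNAR2-IL10RB (1.53). SYTL5 overlaps the coding gene ENSG00000250349 on the same strand, PRSS2 belongs to a family of similar genes, and IFNAR2-IL10RB is a readthrough gene that overlaps IFNAR2 and IL10RB on the same strand, so their estimates are uncertain. The largest falls were in ENSG00000283782 (-2.84), PCBP1 itself (-2.47), SYNC (-2.20), GALK1 (-1.95) and ITGA2B (-1.91). ENSG00000283782 overlaps RAD50 on the same strand and is uncertain for that reason. Of these rises and falls, PCBP1, PRSS2 and GALK1 kept their call when tested against a log2 fold change of 1 and the others lost it. With shrinkage the same others came to under 1 in absolute log2 fold change, with ENSG00000283782 at -0.34 and SYNC at -0.21. The shrinkage used a normal prior, and the unshrunken SE of these genes was 0.521 and 0.613. The shrunken values therefore reflect the prior as well as the data. SYNC had 633.8 ± 48.5 normalized counts in shCtrl and 138.0 ± 110 in shPCBP1 (SD, n = 3). Without shPCBP1 replicate 1 the log2 fold change of SYNC was -3.10. GALK1 had 2256 ± 27.8 normalized counts in shCtrl and 584.9 ± 101 in shPCBP1 (SD, n = 3).

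Genes of iron handling and the globins were followed because PCBP1 delivers iron. TFRC rose from 54244 ± 3548 to 69091 ± 3003 normalized counts (SD, n = 3), a log2 fold change of 0.35 (SE 0.0455, DESeq2 adjusted p 8.01e-13). For these genes, passing means an adjusted p under 0.05, whatever the fold change. ACO1 passed, with a log2 fold change of 0.14 and a DESeq2 adjusted p of 0.0332. ACO1 did not pass under edgeR (adjusted p 0.0954), TMM factors (0.0554), length offsets (0.248), no independent filtering (0.0545) or protein-coding genes only (0.0580). It also did not pass without shCtrl replicate 1 or 2 and without shPCBP1 replicate 1 or 2, with DESeq2 adjusted p-values from 0.0622 to 0.215. FTH1 did not pass (DESeq2 adjusted p 0.789), and neither did TF (0.334), which overlaps SRPRB on the same strand. FTL (log2 fold change -0.08, DESeq2 adjusted p 0.0578) did not pass, but did under edgeR (adjusted p 0.0476), TMM factors (0.0137), a mean count over 50 (0.0200), protein-coding genes only (0.00305) and without shCtrl replicate 2 (0.000650). SLC40A1 (DESeq2 adjusted p 0.128) passed with protein-coding genes only (0.0403). All 6 globin genes were higher on average, and HBG1 passed (log2 fold change 0.16, DESeq2 adjusted p 0.00356). HBG1 did not pass with transcript length offsets (DESeq2 adjusted p 0.128) or without shPCBP1 replicate 1 (DESeq2 adjusted p 0.0536). Without shCtrl replicate 3, HBA2 (DESeq2 adjusted p 0.00736), HBE1 (2.97e-06), HBG2 (0.0260) and HBZ (0.0408) passed as well. HBE1 also passed under edgeR (adjusted p 0.0335) and without shCtrl replicate 2 (DESeq2 adjusted p 0.0384). HBA1 and HBA2, and HBG1 and HBG2, are near-identical copies between which reads could be split, and HBE1, HBG1, HBG2 and HBZ overlap other coding genes on the same strand. Of 25 panel genes, 12 had a p under 0.05 adjusted over the list alone and 10 over all genes tested.

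Of the gene sets, E2F targets ranked higher in shPCBP1 (normalized enrichment score 1.47, fgsea adjusted p 0.00992). Its 192 genes had a median log2 fold change of 0.09, with 137 higher and 55 lower and 0 called, while 108 had a DESeq2 adjusted p under 0.05. The call held under camera with a preset correlation but not under fry (adjusted p 0.168) or camera with an estimated correlation (adjusted p 0.984). Iron homeostasis (fgsea adjusted p 0.307), heme synthesis and globins (1.00), hypoxia response (1.00) and interferon response (0.962) did not pass. Matrix and metallopeptidase families gave 2 of 235 called genes against 59 of 17095 (odds ratio 2.53, one-sided Fisher exact p 0.195). The study had reported enrichment of E2F targets and of matrix and metallopeptidase terms from these same libraries. Neither test here is therefore independent evidence.

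Exon use was tested for 37684 annotated cassette exon events in 10579 genes. There were 13 calls in 11 genes, with 3 more included and 10 more skipped in shPCBP1, and 3749 events had an unadjusted p under 0.05. That p tests the ratio with its pseudocount, so the 3749 include events without a PSI difference. Examples are a GOLGA2 event at 100% in all libraries (limma p 0.0072) and a TMEM222 event at 0 in all libraries (limma p 0.034). The simulated test called 0 of 200 changes of 20 points in exons with near equal inclusion and skipping. Exons not called therefore cannot be read as unchanged. A smaller change near full inclusion could be called, as in HAUS5 (98.5% to 87.0% PSI, limma adjusted p 0.0424). The count also moved with the settings, reaching 143 with protein-coding transcripts only and 0 under 5 of the 6 fits that each left out one library.

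Among the called exons, a USP34 exon (chromosome 2, 61214060 to 61214694) rose from 74.6% ± 2.10 to 98.7% ± 0.189 PSI (SD, n = 3, limma adjusted p 0.0160). A BCAP29 exon (chromosome 7, 107580646 to 107580864) was listed at 0 in all shCtrl libraries and at 13.0%, 20.2% and 28.6% in shPCBP1, and such zeros can be failed estimates. A GOLGA2 exon (chromosome 9, 128267194 to 128267274) decreased from 57.8% ± 1.88 to 22.7% ± 0.912 (SD, n = 3, limma adjusted p 0.0475). A MINK1 exon (chromosome 17, 4892402 to 4892512) decreased from 91.0% ± 0.769 to 62.0% ± 1.70, and an ATP13A2 exon (chromosome 1, 16996386 to 16996496) from 98.0% ± 0.718 to 77.2% ± 1.39, each with n = 3 and the SD given.

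The exons spanned by the RT-PCR primers of the study were then measured. Inclusion rose in NUMB (chromosome 14, 73279281 to 73279424) from 40.2% ± 4.29 to 53.0% ± 3.997, and in DIS3 (chromosome 13, 72780846 to 72781003) from 45.4% ± 2.86 to 50.3% ± 1.06. It decreased in GOLGA2 (chromosome 9, 128272785 to 128272865) from 21.5% ± 2.10 to 11.8% ± 1.30, a different exon from the one called above. TMEM222 (chromosome 1, 27330985 to 27331137) decreased from 17.8% ± 2.48 to 10.0% ± 1.57, CARM1 (chromosome 19, 10921375 to 10921443) from 39.7% ± 1.25 to 31.7% ± 3.37, and NQO2 (chromosome 6, 3015530 to 3015643) from 78.7% ± 1.52 to 75.7% ± 0.319. Values are mean and SD with n = 3. Each of the 6 exons gave an exact permutation p of 0.1, the smallest this design allows, so none can reach 0.05. The study picked some of these exons, TMEM222 among them, from RNA-seq that included this knockdown, so their values here are not independent evidence. In the limma fit over all cassette exons none was called, with an adjusted p of 0.210 for GOLGA2, 0.312 for TMEM222, 0.416 for NUMB, 0.504 for CARM1, 0.685 for NQO2 and 0.721 for DIS3.

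**Figure D3:**
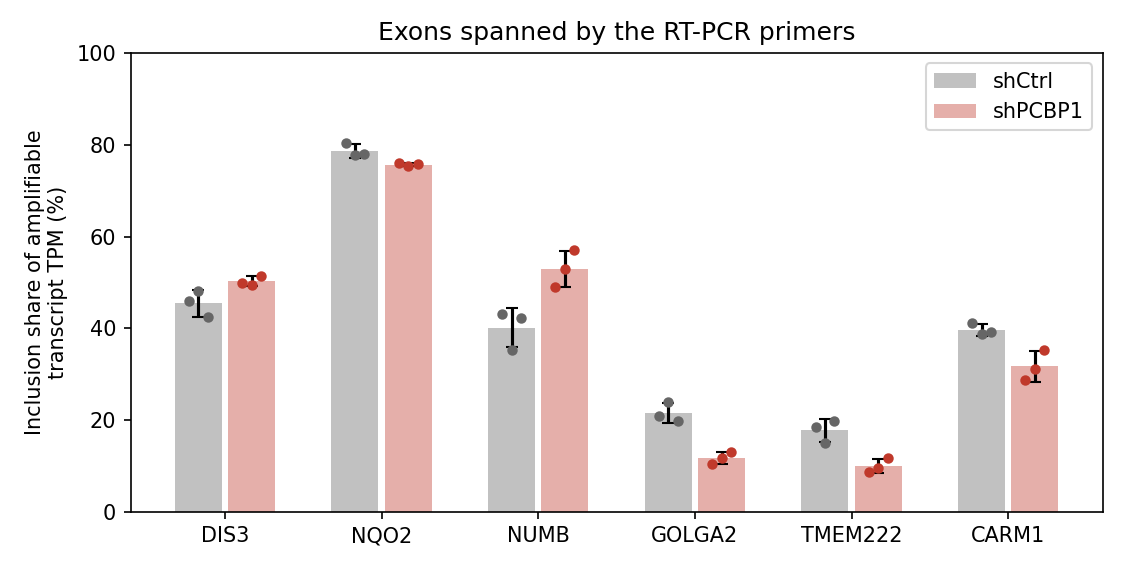
Share of the TPM of primer-matched transcripts that includes the exon (y axis, percent) for 6 genes in shCtrl and shPCBP1, with points for the 3 libraries per group, bars for the mean and error bars for the SD. NUMB and DIS3 lie higher in shPCBP1 and the other genes lower.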

Values the study reported

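The study reported 296 differentially expressed genes after PCBP1 knockdown in K562 cells. It also reported 4177 skipped and 2218 included exons after the knockdown.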

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

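The settings with both exon forms seen, with the same sign of ratio and share, with GC content or length trends removed and with an estimated camera correlation were chosen after seeing the data. The fall of PCBP1 kept its direction and call under all alternatives run, from -2.49 to -2.43 across the 6 fits that each left out one library. The 6 RT-PCR exons kept their direction under the alternatives run, and the CARM1 difference moved to -5.11 points with protein-coding transcripts only. Pseudocounts and thresholds do not enter these shares, and TMEM222 has no protein-coding inclusion transcript.

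The count of 235 called genes became 14 (3 higher, 11 lower) when tested against a log2 fold change of 1, of which 10 were shared, and 17 (1 higher, 16 lower) with shrunken fold changes, of which 17 were shared. Both settings ask more of a fold change by construction. Leaving out one library gave from 140 to 249 genes, from 38 to 81 higher and from 91 to 199 lower. The lowest count, 140, came without shCtrl replicate 2, and leaving out shPCBP1 replicate 1 also moved the count by over 1.5 times, to 38 higher and 103 lower. With transcript length offsets 331 genes were called, of which 176 were shared, and with edgeR 320, of which 216 were shared. The shrunken setting moved the higher share from 28.1% to 5.88%.

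The replicate block gave 148 genes (41 higher, 107 lower) and 0 cassette exons (0 included, 0 skipped), with 3259 exon events at an unadjusted p under 0.05. Same-numbered libraries did not deviate together (correlations 0.0164, 0.00104 and -0.0296 across genes), so no pairing by number was seen. Shared handling that leaves no such trace cannot be excluded.

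The count of 13 cassette exon calls stayed within 1.5 times with a threshold of 10 points (12), a total TPM of at least 5 (11) and the same sign of ratio and share (13). The number of calls was 121 (20 included, 101 skipped) with a pseudocount of 1 TPM and 31 (11, 20) with 0.01 TPM. It was 25 (5, 20) with 10 counts for both forms and 143 (31, 112) with protein-coding transcripts only. With transcript counts in place of TPM it was 43 (21, 22), and with both forms seen 4 (1, 3). One event per gene gave 109 (24, 85). That setting kept the event with the lowest p of each gene and adjusted over those alone, which raises the count by construction. Leaving out one library gave from 0 to 1 exons, from 0 to 0 included and from 0 to 1 skipped, sharing none of the 13, with between 3215 and 3597 events at an unadjusted p under 0.05. Of the 13 exons, 12 were called again with 0.01 TPM and with 10 counts for both forms, 11 with one event per gene, 9 with a pseudocount of 1 TPM and with a total TPM of at least 5, 7 with transcript counts, 6 with protein-coding transcripts and 4 with both forms seen. The skipped share was 76.9% as reported and 51.2% with transcript counts. With transcript counts the pseudocount was 0.1 counts in place of 0.1 TPM, so that setting changed the pseudocount as well. The share was 64.5% with a pseudocount of 0.01 TPM and 83.5% with 1 TPM. The cause was not tested.

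The E2F targets score lost its call when tested against a log2 fold change of 1 (1.28), with protein-coding genes only (1.33), and under fry and the estimated correlation (median log2 change 0.0786). It ranged from 1.26 to 1.63 without one library, and lost its call without shCtrl replicate 1, shCtrl replicate 2 or shPCBP1 replicate 1. Its adjusted p ranged from 1.20e-15 with the Wald statistic ranking to 0.984. Iron homeostasis passed when tested against a log2 fold change of 1 (1.45, adjusted p 0.00252). The p of that test enters the ranking and leaves genes with an absolute log2 fold change under 1 tied at 0. Scores under that setting therefore rest on few genes. Neither this pass nor the lost call of E2F targets there can be read as evidence about the sets.

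Sets that did not pass changed sign in places. Heme synthesis and globins scored -0.369 with TMM, -0.408 with length offsets, -0.695 with a mean count over 50, -0.803 with shrinkage, -0.515 with protein-coding genes only, -0.835 with the Wald ranking, and a median of -0.00299 under camera and fry. Iron homeostasis scored -0.590 with a mean count over 50 and -1.03 with the Wald ranking, and hypoxia response 0.439 with length offsets. Without one library these ranged from -0.775 to 0.916, from -0.715 to 1.43 and from -1.02 to 0.604. The odds ratio of matrix families was 0 when tested against a log2 fold change of 1 and with shrinkage, where few genes were called. DIS3 reached 0.0706 with length offsets and ranged from -0.0431 to 0.0384 without one library, SLC40A1 reached 0.00799 with length offsets, and FTH1 reached -0.00358 with protein-coding genes only and ranged from -0.0260 to 0.0473. Apart from leaving out a library, 385 values for named genes were compared by their sign and their side of an adjusted p of 0.05. They included 347 that kept both, 28 weaker, 7 stronger and the 3 changes of sign given here. The fold change threshold was not part of this count. The 347 therefore include the called genes whose shrunken log2 fold change came to under 1 in absolute value. The cause was not tested.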

Other observations

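The C content of exons at an unadjusted p under 0.01 was tested for direct action only after the result was seen, and the G content test was set after the C content and before the G content was seen. The other tests were set before their results. In this part 10 comparisons of base content were made.

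The number of cassette exons called here was 13. That is lower than the values quoted from the study above, which came from another kind of measurement.

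Only the grouping by hairpin gave many calls. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many as 235 genes, the real one, and the other 9 gave between 3 and 8. For cassette exons 1 of the 10 splits gave as many as 13, again the real one, and the other 9 gave between 0 and 2. With 10 splits a share under 0.1 cannot be reached, so chance cannot be told apart by this count alone.

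The 50 bases upstream of exons called more skipped held 35.8% ± 17.2 C (SD, n = 10 exons), which was 12.9 percentage points more than exons not called (permutation p 0.00023, adjusted 0.000575). Against the 3 exons called more included the exact permutation p was 0.420, so the called exons are too few to decide. Among exons with an unadjusted p under 0.01, a difference over 5 points and non-overlapping groups, 432 more skipped held 32.0% C, 168 more included held 21.4% and those with an unadjusted p of 0.05 or more held 22.6%. The skipped exons exceeded the included ones by 10.6 points, at a permutation p of 1e-05, the smallest the permutations can give. This is consistent with PCBP1 acting at C-rich tracts upstream of exons that it helps to include. The skipped exons also exceeded the included ones in G, by 2.54 points. Against exons with an unadjusted p of 0.05 or more they held 9.33 points more C and 3.60 points more G. The excess in these 50 bases was thus larger for C than for G. GC content outside these bases was not compared, so regional GC content cannot be excluded as a cause. Exons of one gene are not independent, and action of PCBP1 at these tracts remains a hypothesis found and tested on the same data.

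Off-target activity through the hairpin seeds was not seen. Genes with the site TGTGTAA in the 3' UTR, matching bases 2 to 8 of the shPCBP1 guide, had a median log2 fold change 0.03 above genes without it, where a fall was predicted, and 116 of 209 heptamers of the same base composition lay as low. For the control seed, with the site GTTCGGT in 123 genes, 121 of 139 heptamers lay as high. Off-target activity without a seed match was not tested.

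Genes called lower were rich in GC, with a median of 58.5% against 48.7% for genes not called and 50.2% for genes called higher. Across genes the rank correlation of fold change with GC content was -0.0723 and with length 0.128, and genes are not independent replicates. After the GC content trend was removed per library, 216 of the 235 genes were called again, and 223 after the length trend was removed. A GC or length trend between the groups therefore did not account for the calls as a whole. Whether GC-rich transcripts respond to loss of PCBP1 was not tested.

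The lncRNA ENSG00000278878 had 336, 321 and 106 normalized counts in shCtrl and 0 in all shPCBP1 libraries, at least 68.7-fold lower against a floor of 3 counts. It was chosen after its values were seen, and no explanation was tested. As for the BCAP29 exon, such zeros can be failed estimates, and the bound holds only if these are not.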
